A study of Gallus gallus with 4 samples. Its data were reported in "The 3D genomics of lampbrush chromosomes highlights the role of active transcription in chromatin organization" (2026).

How the data were processed

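Stranded poly(A) RNA-seq libraries had been prepared from single chicken oocytes at the lampbrush chromosome (LBC) stage, 2 from isolated nuclei and 2 from ooplasm. The file analysed here holds a pooled de novo transcript assembly. According to the methods of the study and the file header, the authors trimmed adapters with cutadapt and aligned the reads with HISAT2 to the chicken assembly ASM2420605v2. They split the reads by direction of transcription, removed duplicates with SAMtools and pooled the unique reads of all experiments, earlier total RNA libraries of oocyte nuclei included. The methods describe poly(A) RNA from isolated nuclei only. Whether reads of the 2 ooplasm libraries entered the assembly is not stated there. StringTie 2.2.2 was then run once for the forward (FORW) and once for the reverse (REV) reads, and both assemblies were concatenated. Per the file header, the settings were a minimum coverage of 1.2 reads per base for multi-exon and 3.5 for single-exon transcripts, a minimum isoform fraction of 0.05, at least 5 reads over a junction with an anchor of 10 bp, a transcript length of at least 1000 bp and a gap of at most 300 bp between read alignments.

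The deposited assembly gives 3 measurements per transcript, which are the authors' read coverage per base, FPKM and TPM. Because the reads were pooled before assembly, no value belongs to a single library. Nucleus and ooplasm were therefore not compared, no replicate error could be computed, and the depth per library is unknown. Within a run, FPKM was proportional to coverage, with 10.6 reads per base for each FPKM in the forward run and 10.5 in the reverse run. The deposited TPM of all listed transcripts summed to 997030 in the forward run and 998714 in the reverse run, so each run had been scaled to its own total. Tests that put both strands together therefore used the FPKM percentile of a transcription unit within its run as its activity. Medians of FPKM by chromosome, region and span and the comparison of Z with autosomes in the closing section pool the FPKM of both runs, whose scales are close by the coverage per FPKM given above. Neither poly(A) nor total RNA reads measure the rate of transcription, and weak transcripts under the coverage minima are missing from the assembly.

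A transcription unit (TU) was 1 StringTie gene, represented by its transcript with the highest FPKM, and its span ran from the start of the first to the end of the last exon. Neighbouring TUs were taken among TUs of at least 5 kb, the minimum used in the study. Their order by midpoint on nuclear chromosomes was chosen here. Pairs were classed as convergent (forward then reverse, FR), divergent (reverse then forward, RF) or co-directional (FF or RR). Convergent and divergent pairs have to alternate along a chromosome, so their numbers are tied and only the co-directional share was tested. Consecutive co-directional TUs were merged into tandems, whose activity was the mean FPKM percentile weighted by span, and medians of length and activity split them into long strong, long weak, short strong and short weak tandems. Coordinates are 1-based positions of ASM2420605v2. With no genome sequence used here, the span from the first to the last TU served as chromosome length.

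The co-directional share was compared with TU strands permuted within each chromosome. Gaps of convergent and divergent pairs were compared by the difference of medians with orientation labels permuted within each chromosome, and overlap by Fisher's exact test. Spearman's rho of the activities of neighbours was tested by permuting partners within chromosomes. Each of these permutation tests used 100000 resamples for the reported value and 10000 for the alternatives. Chromosomes 1 to 5 and Z (n = 6) were compared with the other autosomes (n = 33) by an exact permutation test of means over all 3262623 splits, with the chromosome as the unit and without W. The mitochondrial genome was left out of all tests, whereas W was kept in those of neighbouring pairs and of span against FPKM. Span and FPKM were correlated across TUs within each run. All tests were two-sided, shares carry 95% Wilson intervals, and Benjamini-Hochberg adjustment was applied within each family of tests. TUs and pairs come from a single pooled assembly, so p-values and intervals describe the arrangement of this assembly and do not cover variation between oocytes or hens. The permutation tests were tested on simulated data. With no effect planted, 3% to 7% of runs gave p under 0.05. A planted co-directional share of 56% over 1798 TUs, a planted rho of 0.3 over 716 pairs and a planted difference of 2 SD over 39 chromosomes were found in 100% of runs. So were a planted gap difference of 10000 bp and a planted difference of rho of 0.4. Apart from the co-directional share, the planted effects were larger than those observed, so detection at the observed sizes was not tested.

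The groups, tests, alternatives and the rule for named TUs were fixed before the data were examined. The rule took the 10 TUs with the highest FPKM and the 5 with the longest span per run, the 3 longest and the 3 most active TUs of each of 4 regions mapped by FISH in the study (the bounds of that on chromosome 1, printed out of order, were read as 55 to 60 Mb), the 3 convergent and 3 divergent pairs with the most active weaker TU, and FORW.308, REV.298 and REV.437, which the study had shown. Alternatives covered the minimum span, a minimum FPKM, single-exon TUs, the whole span over all transcripts, nested TUs, exonic length, read coverage and the set of chromosomes. TUs on the strand opposite to their run, ordering by start, single-exon TUs alone, neighbouring pairs without overlap, chromosomes 16 and 29 to 38 and the TUs of the longest run on 1 strand were added as alternatives after seeing the data. The planned comparison of TUs with a gene annotation and the gene lists of cohesin, condensin, meiotic and cell type markers could not be run, because no annotation of ASM2420605v2 was used here, so TUs are given by their identifiers without gene names. In the closing section, bootstrap intervals of FPKM percentiles came from 1000 draws, and a gap of 20 kb, a short TU of under 5 kb and a long run of at least 10 TUs served as bounds. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.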

Results

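The data describe the transcripts of chicken oocytes during the lampbrush stage, a phase of meiotic prophase in which the chromosomes carry long, intensely transcribed lateral loops. RNA from 2 single nuclei and from 2 samples of ooplasm, the oocyte cytoplasm, was sequenced with strand information. Reads were pooled with earlier nuclear total RNA before assembly, so the values below have no replicates. The methods of the study do not say whether ooplasm reads were part of the pool, so its share of cytoplasmic RNA is unknown. The study used this assembly to relate the position and orientation of TUs to the borders of chromatin domains.

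The assembly of LBC-stage oocytes held 22884 TUs, 11420 in the forward and 11464 in the reverse run, with 40714 transcripts. The mitochondrial TUs FORW.11420 and REV.11464 are included in these counts. Most TUs had introns, with several exons in 17186 TUs (median 5, at most 117) and a single exon in 5698 TUs (24.9%). Multi-exon TUs were longer and more active than single-exon TUs, with a median span of 14.1 kb against 4.02 kb and a median FPKM of 3.40 against 0.659 in the forward run, and of 14.0 kb against 3.92 kb and 3.28 against 0.650 in the reverse run. The lowest coverage accepted for assembly also differed between these classes. Exons filled a median of 41.1% of the span of multi-exon TUs, and in 2208 of them (12.8%) exons covered at least 90% of the span. Exons here are those called by the assembler. Unspliced nuclear RNA was not separated, so they need not be exons of mature transcripts. The quartiles of TU span were 4.30, 10.6 and 25.9 kb, and 803 TUs reached 100 kb. Among TUs at or above the median FPKM the median span was 16.01 kb. Median FPKM was 2.02 in the forward and 1.97 in the reverse run, and the top 1% of TUs held 19.4% of the summed FPKM. A total of 510 multi-exon TUs had been assigned to the strand opposite to their run, and 1 TU had no strand.

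The most active TU was FORW.662 on chromosome 1 (78641289 to 78644980), with 11 exons and an FPKM of 1197. It was followed in the forward run by FORW.3436 on chromosome 3 (83071487 to 83077777; FPKM 665.9), FORW.4619 on chromosome 4 (85782032 to 85791477; FPKM 540.4) and FORW.8976 on chromosome 19 (7909144 to 7911064; FPKM 448.2). The remaining 10 highest of that run ranged down to an FPKM of 324.9 in FORW.4236 and included FORW.11145 on Z (27684274 to 27699130; FPKM 404.0). In the reverse run, REV.9163 on chromosome 21 (3233161 to 3245749) reached an FPKM of 855.1, REV.6840 on chromosome 10 (7984411 to 7991552) 795.4 and REV.7841 on chromosome 14 (4174114 to 4178393) 732.0, while the tenth, REV.2582 on chromosome 3, had 253.2. The spans of these 20 TUs ranged from 1.92 kb in FORW.8976 to 30.2 kb in FORW.9002. The longest TUs were REV.10719 on chromosome 38 (2265630 to 3227732; 962 kb, 4 exons, FPKM 6.51), FORW.2677 on chromosome 3 (4901346 to 5739999; 839 kb, 19 exons, FPKM 5.08), FORW.10911 on chromosome 38 (2824733 to 3542591; 718 kb, 6 exons, FPKM 8.02), REV.1491 on chromosome 2 (8808761 to 9431477; 623 kb, 23 exons, FPKM 19.3) and REV.7581 on chromosome 13 (5834096 to 6442246; 608 kb, 30 exons, FPKM 1.93). Both TUs of chromosome 38 span their length with few exons, so their extent rests on few splice junctions. The mitochondrial genome gave FORW.11420 with an FPKM of 228.3 and REV.11464 with 9.45.

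To ask how LBC transcription is arranged along the chromosome, the orientation of neighbouring TUs was classed, since the study linked convergent pairs to domain borders. Among 16248 pairs formed by 16288 TUs, 9342 were co-directional, 3439 convergent and 3467 divergent. Neighbours thus shared their direction in 57.5% of pairs (95% Wilson interval 56.7 to 58.3), compared with 50.1% on average when strands were permuted. The co-directional pairs were split evenly between the strands, with 4666 forward and 4676 reverse pairs. Co-directional neighbours were also the weaker ones. The weaker TU of a pair had a median FPKM percentile of 39.3 in co-directional, 47.5 in convergent and 47.6 in divergent pairs. The co-directional share differed from permuted strands with p = 1e-05 in the permutation test, the smallest p it can give. It depended on the minimum span. With TUs of any span the share was 50.6% (permutation test, p = 0.118), and with a minimum of 10 kb it was 61.3% (permutation test, p = 0.0001). Among TUs at or above the median FPKM it was 51.8% (permutation test, p = 0.0007). The assembler limits overlap of TUs on the same strand, which the permuted strands do not take into account. Without overlapping pairs, left out after seeing the data, the share was 65.3% (interval 64.5 to 66.1), with no permuted reference.

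The space between TUs, with overlaps counted, depended on their orientation. Convergent TUs lay a median of 4.53 kb apart, divergent TUs 2.01 kb and co-directional TUs 14.5 kb, with overlapping pairs counted as negative gaps. The difference between convergent and divergent pairs was 2.52 kb (permutation test, p = 1e-05, the smallest possible). TUs closer than 1 kb without overlap made up 532 divergent and 264 convergent pairs. Overlap itself was about as frequent in both orientations, with 1036 convergent (30.1%, interval 28.6 to 31.7) and 1090 divergent pairs (31.4%, interval 29.9 to 33.0; Fisher's exact test, p = 0.241), while 346 co-directional pairs (3.70%) overlapped. The assembler joins overlapping transcripts of a strand into 1 gene, which limits overlap in co-directional pairs. Without overlapping pairs the median gap was 14.6 kb in convergent, 11.2 kb in divergent and 15.5 kb in co-directional pairs. The wider median gap of co-directional pairs therefore rested largely on overlaps among opposite-strand pairs. Where opposite-strand TUs did overlap, the shared stretch had a median of 4.24 kb in convergent and 1.18 kb in divergent pairs, a comparison made after seeing the data (permutation test, p = 1e-05, the smallest possible). The gap difference was not general, since it was 0.947 kb in multi-exon TUs (p = 0.0818), 2.33 kb with a minimum span of 10 kb (p = 0.0771) and -0.36 kb among TUs at or above the median FPKM (p = 0.797, permutation tests). The overlap difference also moved, to -9.59 percentage points with no minimum span (Fisher's exact test, p = 9.27e-26) and to 2.36 points among TUs at or above the median FPKM (p = 0.0474).

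**Figure D1:**
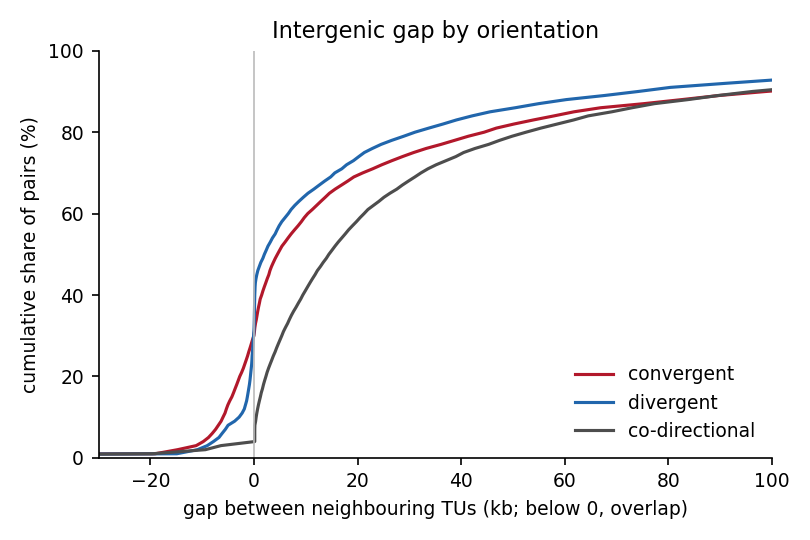
Cumulative share of neighbouring TU pairs (%) against the gap between them in kb, where values below 0 are overlaps, for convergent, divergent and co-directional pairs. The curves cross the median at 4.53 kb for convergent, 2.01 kb for divergent and 14.5 kb for co-directional pairs. Without overlapping pairs, which the assembler limits on the same strand, these medians were 14.6, 11.2 and 15.5 kb.

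The convergent pair with the most active weaker TU was FORW.6466 (FPKM 166.5) and REV.6290 (FPKM 304.5) on chromosome 8, whose ends at 19375216 and 19377786 lay 2.57 kb apart. It was followed by FORW.3651 (FPKM 209.5) and REV.3500 (FPKM 123.6) on chromosome 3, with a gap of 0.379 kb, and by FORW.7736 (FPKM 154.4) and REV.7545 (FPKM 113.3) on chromosome 13, with a gap of 13.8 kb. The leading divergent pair was REV.7392 (FPKM 218.9) and FORW.7562 (FPKM 133.8) on chromosome 12, with 6.82 kb between them. REV.5180 and FORW.5344 on chromosome 5 had nearly equal FPKM of 59.0 and 58.6 and overlapped, and REV.1499 (FPKM 205.0) and FORW.1633 (FPKM 56.9) on chromosome 2 lay 3.73 kb apart. The pair shown by the study, FORW.308 (chromosome 1, 46391939 to 46416272; FPKM 58.3) and REV.298 (46416940 to 46436064; FPKM 63.8), was convergent with a gap of 667 bp.

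Neighbouring TUs resembled each other in activity. Spearman's rho between the FPKM percentiles of neighbours was 0.249 in 9342 co-directional pairs, 0.144 in 3439 convergent pairs and 0.0607 in 3467 divergent pairs. In permutation tests rho differed from chance with p = 1e-05 for co-directional and for convergent pairs, the smallest possible value, and with p = 0.0024 for divergent pairs. Convergent pairs exceeded divergent pairs by 0.0837 (permutation test, p = 0.00041; 0.000547 after Benjamini-Hochberg adjustment over these 4 tests). Without overlapping pairs, an alternative added after seeing the data, rho was 0.166 in convergent and 0.114 in divergent pairs, and the difference of 0.0526 was no longer past the threshold (permutation test, p = 0.0644). Co-directional pairs were not tested against the other orientations. Transcripts assembled as several co-directional TUs, which the closing section leaves open, could raise rho in co-directional pairs. These correlations run across pairs of a single assembly, and neighbouring pairs share a TU. In divergent pairs, rho turned to -0.0439 with TUs of any span (p = 0.0003) and was 0.0549 without chromosomes 1 to 5 and Z (p = 0.0638), while with TUs of any span convergent pairs had 0.0535 (p = 0.0003) and among TUs at or above the median FPKM, which narrows the range of activity, co-directional pairs had 0.135 and convergent pairs 0.121 (p = 0.0001 in both, permutation tests, the smallest possible).

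Merging co-directional TUs gave 6946 tandems with a median length of 44.6 kb, of which 3546 (51.1%) consisted of a single TU. The short strong tandems were mostly single TUs (83.8%) with a median length of 16.1 kb, whereas the long weak tandems had a median of 3 TUs and 188 kb. These tandems formed 3439 convergent pairs. Both partners were long strong in 193 pairs, long weak in 345, short strong in 309 and short weak in 224. Partners belonged to the same class in 31.1% of pairs (95% Wilson interval 29.6 to 32.7), against 25.1% for classes drawn independently. The 25.1% pools all chromosomes. Differences in TU span and activity between chromosomes could alone raise the share of equal partners, and no comparison within chromosomes was made. The number of convergent tandem pairs follows the minimum span, with 5628 pairs at no minimum and 2280 at 10 kb.

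The longest tandem lay near the distal end of Z, where 73 consecutive paired TUs were transcribed from the reverse strand between 75990615 and 83875883. With shorter TUs included, this segment held 243 TUs, 241 of them on the reverse strand. They were weak, with a median FPKM of 0.455 against 2.17 in the 854 remaining TUs of Z, and short, with a median span of 3.16 kb against 11.8 kb. The lengths of 67.0% of their introns recurred in another TU of the segment, which bears on how reads were assigned among them. With strands permuted within chromosomes, the longest run had a median of 14 TUs and never exceeded 25 in 1000 permutations. The next longest observed tandem had 24 TUs, on the forward strand of chromosome 6 (5799657 to 7198055). The Z segment was singled out after its values were seen.

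**Figure D2:**
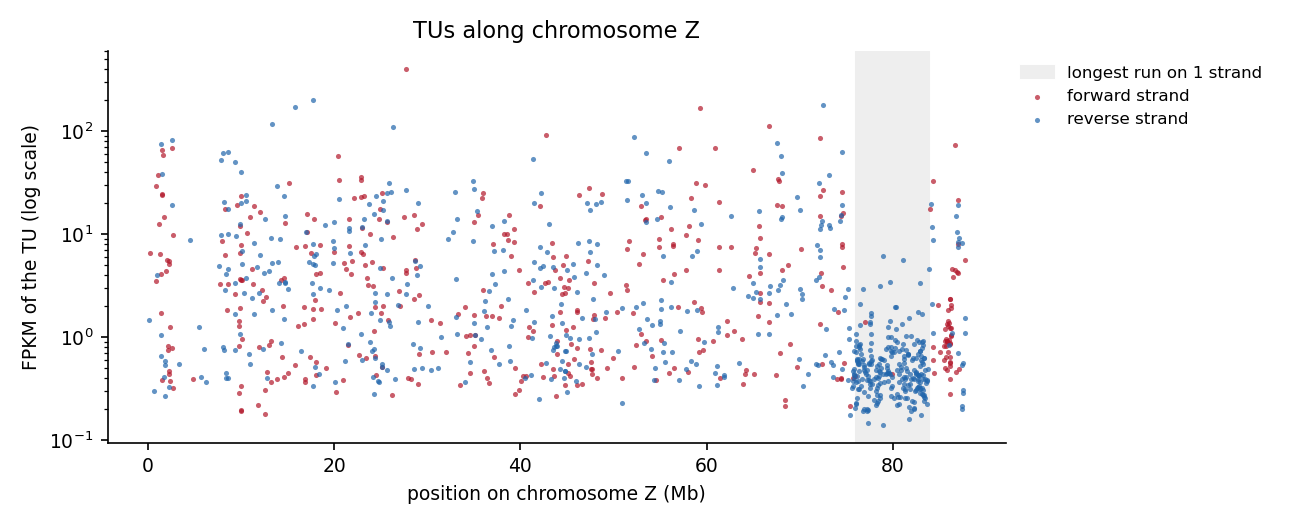
FPKM of each TU (log scale) against its position along chromosome Z (Mb), with forward-strand and reverse-strand TUs in different colours and the longest run on 1 strand shaded. The shaded segment holds 241 reverse-strand TUs with a median FPKM in the segment of 0.455, against 2.17 in the rest of Z.

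The study placed its long, weakly transcribed domains mainly on the largest chromosomes, so TUs were compared between chromosomes 1 to 5 with Z and the other autosomes. The large chromosomes were sparsely filled, with 17.7 ± 4.73 TUs per Mb (mean ± SD, n = 6) against 34.2 ± 12.4 (n = 33). Their TUs were longer, with per-chromosome median spans of 12.5 ± 2.05 kb against 8.16 ± 2.93 kb, and less active, with median FPKM percentiles of 46.3 ± 3.80 against 54.7 ± 5.86. The exact permutation test gave p = 0.00359 for density, p = 0.00109 for span and p = 0.00139 for activity (adjusted over the 3 tests, 0.00359, 0.00209 and 0.00209). Density ranged from 12.5 TUs per Mb on Z to 69.6 on chromosome 25, but chromosomes 29 and 31 had only 14.2 and 15.0. Chromosome 37 had the highest median percentile, 63.8, and Z the lowest of the tested chromosomes, 39.6, of which the distal segment described above forms part. The W chromosome, left out of this test, had 11.1 TUs per Mb, a median percentile of 33.0 and 61.5% single-exon TUs. The activity difference, large chromosomes minus others, was -8.40 percentile points, -6.35 without the TUs of the distal Z segment (exact permutation test, p = 0.0127) and -4.97 in multi-exon TUs (p = 0.0369). Among TUs at or above the median FPKM, which truncates activity itself, it was -0.804 (exact permutation test, p = 0.626). The density difference was -16.5 TUs per Mb and -7.74 with TUs of at least 5 kb (p = 0.0039, exact permutation test), and the span difference was 4.30 kb and 7.67 kb among TUs at or above the median FPKM (p = 6.56e-05).

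**Figure D3:**
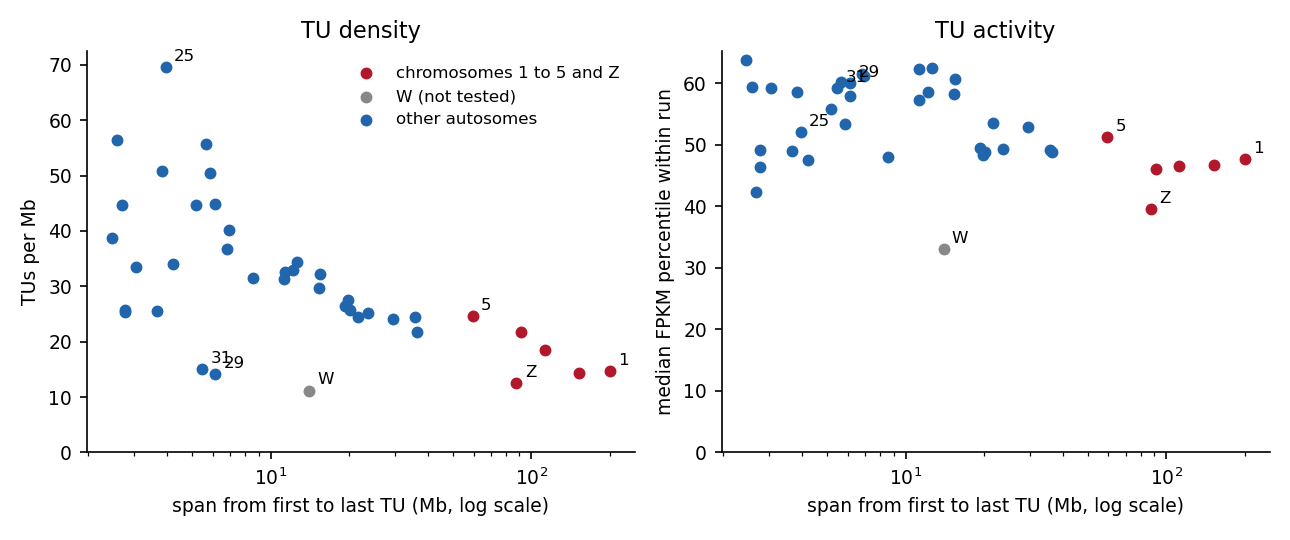
TUs per Mb (left) and median FPKM percentile within run (right) against the span from first to last TU in Mb (log scale), where each point is a chromosome. Chromosomes 1 to 5 and Z had 17.7 TUs per Mb on average against 34.2 for the other autosomes, and W and Z had the lowest activity, 33.0 and 39.6.

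Longer TUs were more active. Median FPKM rose from 0.523 in TUs under 2 kb to 1.99 between 5 and 10 kb, then changed less, reaching 3.35 between 20 and 50 kb and 3.88 at 100 kb or more. The share of single-exon TUs fell along the same bins, from 70.3% under 2 kb to 1.99% at 100 kb or more. Across TUs, span and FPKM had a Spearman's rho of 0.368 in the forward and 0.388 in the reverse run, and Pearson's r of the log10 values was 0.318 and 0.334 (permutation tests, p = 1e-05 in each case, the smallest possible). TUs are not independent replicates. TUs under 2 kb lay near the coverage minimum, as the lowest FPKM of single-exon TUs was 0.330 in the forward and 0.333 in the reverse run. Weak long transcripts assembled as several short TUs, which the closing section leaves open, could contribute to the relation. In single-exon TUs alone, a class added after seeing the data, rho was 0.410 in the forward and 0.382 in the reverse run. It was lower in multi-exon TUs, with 0.168 and 0.2003, in TUs of at least 5 kb, with 0.129 and 0.150, and for exonic length in place of span, with 0.0401 and 0.0715 (p = 0.0001 in each, the smallest that 10000 permutations can give).

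TUs were listed for the regions of chromosomes 1, 4 and 13 that correspond to the FISH mapping, without a test. The region of chromosome 1 was taken as 55 to 60 Mb, an assumption because its printed bounds are out of order. It held 90 TUs with a median span of 16.7 kb, and its neighbouring pairs included 16 convergent, 17 divergent and 46 co-directional ones. Its most active TUs were FORW.442 (57242347 to 57258986; FPKM 57.5), REV.443 (57887822 to 57945885; FPKM 48.3) and REV.418 (55142611 to 55155481; FPKM 44.9), and its longest were REV.430 (157 kb, FPKM 3.40), FORW.460 (153 kb, FPKM 1.47) and FORW.444 (139 kb, FPKM 11.0). REV.437, 1 of the TUs named beforehand, lies here (56685113 to 56706249) with 2 exons and an FPKM of 1.88. On chromosome 4, the region from 50 to 53 Mb held 46 TUs, led in activity by REV.4086 (50523890 to 50545348; FPKM 34.3), REV.4084 (50378998 to 50459755; FPKM 31.0) and FORW.4261 (FPKM 8.83) and in length by REV.4082 (142 kb), FORW.4252 (114 kb) and REV.4102 (83.7 kb). Only 3 of its pairs were convergent and 2 divergent, against 35 co-directional. The region from 70 to 73 Mb of the same chromosome held 48 TUs, with 4 convergent, 3 divergent and 32 co-directional pairs, and no TU above the FPKM of 13.1 of REV.4318 (72784652 to 72829891). It was followed by REV.4319 (FPKM 11.9) and FORW.4475 (FPKM 6.28), and the longest were FORW.4453 (71.9 kb, a single exon), REV.4317 (66.0 kb) and FORW.4456 (61.8 kb).

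The region of chromosome 13 between 3 and 7 Mb combined many weak TUs with a few very active ones. It held 66 TUs, 16 forward and 50 reverse, in 5 convergent, 5 divergent and 41 co-directional pairs, with a low median FPKM of 0.971 but very active TUs near its left end, namely FORW.7736 (3433740 to 3446117; FPKM 154.4) and REV.7545 (3459891 to 3468103; FPKM 113.3), which face each other. FORW.7748 (5696976 to 5711644) reached an FPKM of 72.9. Its longest TUs were REV.7581 (608 kb), FORW.7747 (5521078 to 5690050; 169 kb, 29 exons) and REV.7564 (4505162 to 4635123; 130 kb), the first of which also ranks among the longest of the genome.

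**Figure D4:**
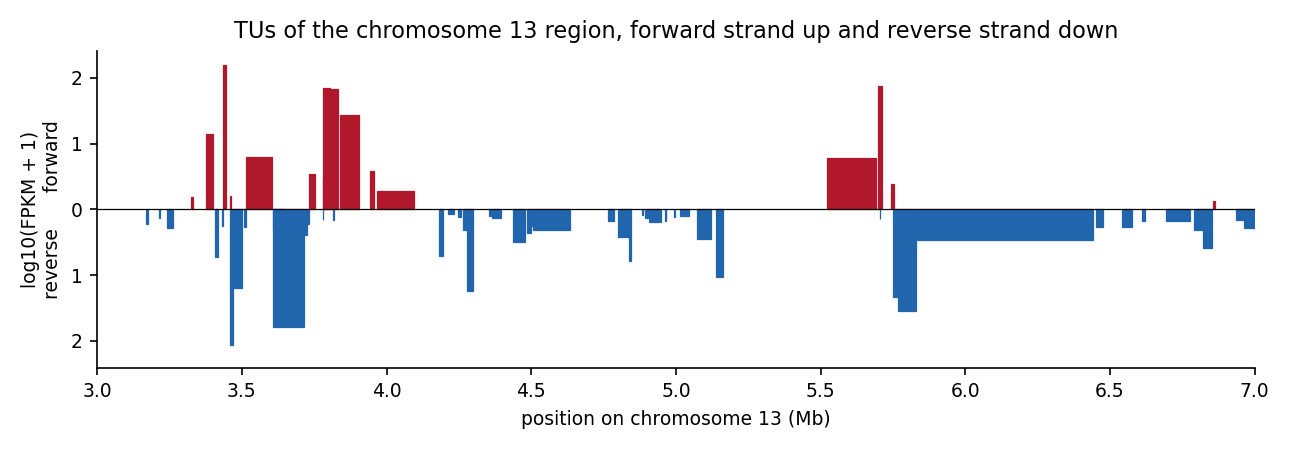
TUs of chromosome 13 between 3 and 7 Mb, where the width of each box is the span of the TU and its height is log10(FPKM + 1), upward for the forward and downward for the reverse strand. FORW.7736 and REV.7545 are the tallest boxes near the left end, and the 608 kb box of REV.7581 is the widest.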

Values the study reported

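Inspection by hand raised the share of LBC domain borders that the study ascribed to converging TUs from 62% to 79% or more. Counted per TU pair instead, a border lay at roughly 15% of the places where TUs converge before that inspection and at roughly 20% after it.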

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

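Tests without chromosomes 16 and 29 to 38, without TUs on the strand opposite to their run, with TUs ordered by start, in single-exon TUs alone, without overlapping pairs and without the longest run on 1 strand were chosen after seeing the data. No paired analysis was possible because the pooled assembly carries no value per library, and leaving out each replicate was not run for the same reason. The comparison with a gene annotation and the gene lists were not run. Of the alternatives, 107 kept the direction and the side of the threshold, or a count within 1.5 times, except that the overlap difference, past the threshold in none of these, was positive with a minimum span of 10 kb, in multi-exon TUs and without chromosomes 1 to 5 and Z. Those that use read coverage in place of FPKM could not change a rank and say nothing about stability. With no minimum span, the co-directional share was 50.6% (p = 0.118), the overlap difference of convergent minus divergent pairs -9.59 points (p = 9.27e-26), rho of divergent neighbours -0.0439 (p = 0.0003) and the number of convergent tandem pairs 5628. With a minimum span of 10 kb, the gap difference was 2.33 kb (permutation test, p = 0.0771) and the tandem pairs numbered 2280. Among TUs at or above the median FPKM, the gap difference was -0.36 kb (permutation test, p = 0.797), the overlap difference 2.36 points (p = 0.0474) and the TUs numbered 11442 by construction, with a median span of 16.01 kb. The activity difference between chromosome classes was then -0.804 percentile points (exact permutation test, p = 0.626), but this setting truncates the tested variable itself and says nothing about stability. Without overlapping pairs, rho of convergent minus divergent neighbours was 0.0526 (permutation test, p = 0.0644). In multi-exon TUs the gap difference was 0.947 kb (permutation test, p = 0.0818). Without chromosomes 1 to 5 and Z, divergent rho was 0.0549 (p = 0.0638) and the tandem pairs numbered 1587, as fewer pairs remained. Counts of TUs and tandem pairs follow from the number of TUs admitted, and for the others the cause was not tested. Depth per library is unknown, so no limit of detection can be given.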

Other observations

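The test of Z without its distal segment, both tests of the co-directional excess, and the values by distance, by overlap and by exon were chosen after the result was seen. TUs covered 45.7% of the chromosomes on either strand and 1.40% on both, but 30.2% of Z and 21.2% of W. A total of 78 intervals of at least 500 kb held no TU, 16 of them on Z. The longest were 3.05 Mb of chromosome 29 (3015046 to 6065141), 2.40 Mb of W (7853189 to 10255251) and 2.12 Mb of chromosome 31 (1613632 to 3730092). Chromosomes 29 and 31 are those with the low TU density given above.

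Resemblance of activity reached beyond direct neighbours. Over all pairs, Spearman's rho was 0.203 between adjacent TUs, 0.113 between TUs 3 places apart and 0.0567 at 10 places. It was 0.0480 at 20 places, where permutations within chromosomes averaged 0.0184, and 0.0119 at 50 places. Transcripts assembled as several co-directional TUs could raise the values on the same strand. On opposite strands rho was 0.103 between adjacent TUs and 0.0891 between TUs 3 places apart. Among overlapping opposite-strand neighbours, rho was 0.0856 in 1036 convergent pairs (permutation test, p = 0.0246) and -0.0596 in 1090 divergent pairs (p = 0.0165), whereas in pairs without overlap it was 0.166 and 0.114 (p = 0.0001 in both, the smallest possible). Read coverage leaned towards the 3' end. In 4234 TUs with a single transcript and at least 5 exons, the last exon exceeded the first by a median log2 ratio of 0.68 with a pseudocount of 1, and by 1.01 in the 474 of these TUs that span 50 kb or more.

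TUs of Z had a lower median FPKM than TUs of the autosomes, by a log2 difference of -0.69 (bootstrap interval -0.97 to -0.50), lower than the median of any of the 38 autosomes against the rest. A different make-up of span and exon number does not account for it, because against autosomal TUs matched for both the difference was -0.67. A halved dose along the whole of Z, 1 copy against 2 of each autosome, was not seen in the assembled TUs outside the distal segment. These 854 TUs differed from autosomes by 0.082 (interval -0.15 to 0.39). A halved dose is not excluded, because TUs that fell under the coverage minima are missing from the assembly. The weak segment was also left out of Z alone, without a like step on autosomes. The 243 TUs of the segment differed by -2.17 (interval -2.28 to -2.04). A test of dose made first, on all multi-exon TUs of Z, gave differences of -1.0001, -0.76 and -0.44 at the 25th, 50th and 75th percentiles. At the 90th percentile it gave -0.36 (interval -0.51 to -0.13). More weak TUs near the detection floor stay open, as the 75th percentile of Z differed by -0.47 with an interval of -0.71 to -0.18 and the 90th by -0.28 with an interval of -0.52 to -0.07. At these percentiles 6 and 9 of the 38 autosomes were as low as Z or lower. Outside the segment, Z differed from autosomes by 0.005 at the 25th percentile (interval -0.17 to 0.18). It differed by 0.11 at the 75th (interval -0.12 to 0.33) and by -0.03 at the 90th (interval -0.19 to 0.19). Among assembled TUs the lower values of Z thus lay in the segment, and weak TUs near the floor stay open there. Its TUs had a median coverage of 4.78 reads per base. No biological explanation other than dose was tested.

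The distal segment of Z may be an array of copies of a repeated unit that share reads. If so, TUs should repeat the same gene structure, and 67.0% of its 515 introns had a length that recurred to the base in another TU of the segment. In 75 windows of as many consecutive autosomal TUs, thinned to the same number of introns, the median share was 18.3% and the highest 42.5%, and with all their introns, 780 or more, the median was 37.2% and the highest 62.7%. The windows were not matched for TU span or intron length. TUs of the segment were short, with a median span of 3.16 kb, so part of the difference may come from that. An intron of 399 bp occurred in 22 TUs of the segment. Reads divided between copies would lower the FPKM of each, but no sequence was compared and the true output of the segment is not known from these values.

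The excess of co-directional neighbours was largest among weak TUs. Transcripts broken into pieces across short gaps would place it among close neighbours. However, 66.5% of pairs at least 20 kb apart were co-directional (interval 65.3 to 67.7). The share was 54.3% in pairs less than 1 kb apart without overlap, 69.7% at 5 to 20 kb, 60.2% at 100 kb or more and 14.0% in overlapping pairs. Gaps of co-directional pairs were 0.15 kb at the quantiles 0.04, 0.05 and 0.06, so some lay at 1 fixed short distance. Breakage across short gaps stays open for such close pairs, because distant pairs do not test it. The share fell from 64.6% in the 4062 pairs with the weakest partner to 47.2% in the 4062 pairs whose weaker TU was most active (interval 45.7 to 48.8). Overlap, which the assembler limits in co-directional pairs, lowers both shares and was about as frequent in both groups, at 13.6% and 15.7%. Without overlapping pairs the share fell from 72.6% to 54.8% (interval 53.1 to 56.5), which lies between the bounds for weak coverage as the cause, whereas the 47.2% of all pairs, to which these bounds were first applied, had met them. Long transcripts near the coverage minimum, assembled as several TUs with wide gaps between them, therefore stay open as an explanation. Among pairs at least 20 kb apart, the weakest group had 71.7% (interval 69.5 to 73.7) and the most active group still had 56.5% (interval 53.4 to 59.7). Co-directional clusters of separate genes stay open as an untested biological explanation.

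Short TUs inside longer TUs of the opposite strand form the 1127 cases (17.1%) among 6593 TUs under 5 kb. TUs covered 45.7% of the chromosomes on either strand and 1.40% on both, so position alone would place some short TUs there. Whether 17.1% exceeds that was not tested. Reads given to the wrong strand and transcription away from the 5' end of the longer TU could both produce such cases. The median ratio of read coverage to the longer TU was 0.081, with quartiles of 0.029 and 0.278, and the short TUs lay with a median of 86.2% of their span in exons of longer TUs whose own exonic share was 31.6%. For comparison, 435 of the 510 TUs on the strand opposite to their run overlapped a TU of the proper run, at a median ratio of 0.0371. Midpoints fell into the first 20% of the longer TU in 26.9% (interval 24.4 to 29.5) and into the last 20% in 19.9%. This share and the coverage ratio both lie between the bounds set for them. The ratio is also a poor test of wrong-strand reads, because the coverage minimum limits how low it can fall. Single-exon TUs, 74.8% of these short TUs, needed a coverage of 3.5, and the longer TUs had a median of 74.0. The ratio was under its bound of 0.02 in 17.8% of cases. The explanations therefore cannot be told apart.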
